A study of Homo sapiens with 22 samples.

How the data were processed

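RNA was measured in 22 cultures of 2 established human neuroblastoma cell lines, 16 of SK-N-AS and 6 of GIMEN. Per the labels, total RNA was treated with DNase, a company prepared the libraries, and sequencing was paired-end on an Illumina HiSeq X. The deposited table holds raw counts per gene, in 1 column per sample and 35237 rows named by gene symbol. That the values are counts without normalization was checked on the values themselves, which were whole numbers and summed to between 16456484 and 37506800 per sample. Neither the labels nor the table states the aligner, the counting tool, the genome build, the annotation or whether counting used the strand of the reads. Gene coordinates are therefore not given, and genes are identified by the symbols of the table. Without the counting rules, it is also unknown how the authors treated reads that map to several genes or to overlapping genes.

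Groups, replicates, doses and days were taken from the labels. SK-N-AS had 4 groups of 4 libraries and GIMEN had 2 groups of 3 libraries. The labels give replicate numbers but no batch, date or pairing. The tests used no replicate block, which was an alternative. The total count per library, 16456484 to 37506800, sets the precision. A gene was treated as at the detection floor in a group when each library of the group had at most 3 counts, and folds against such a group are given as bounds computed with 3 counts per library. Reads carried no molecular identifiers, so intervals and floors cover counting error only.

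Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its minimum count of 10 and minimum total of 15. Libraries were scaled by the trimmed mean of M-values (TMM), and changes were tested with the quasi-likelihood F-test (glmQLFit and glmQLFTest). One model covered the 16 SK-N-AS libraries (15810 genes) and another the 6 GIMEN libraries (13517 genes). Adjusted p-values follow Benjamini and Hochberg over all genes tested, with a threshold of 0.05. The difference of the 30-day change between the lines was tested as an interaction in a model of the 14 libraries of the untreated and 30-day groups (16246 genes). Values of CPM (counts scaled by library size) of a comparison were scaled within each line, while group values given across both lines used 1 scaling of all 22 libraries. Correlations between libraries used log2 CPM with a prior count of 2. Standard errors of log2 fold changes come from the fitted model, and SD is that of the CPM between replicates.

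Of the genes named in the text, 10 belong to a fixed set (MAP2, TUBB3, NEFM, STMN2, GATA3, PRRX1, FN1, MKI67, CDKN1A and HMGCS1). The set held 12 genes, over which the adjustment for the list alone was made, and the other 2, like 1 further list added later, are not reported here. In addition, the 2 largest rises and the 2 largest falls of each comparison with untreated cells were named. These had to have an adjusted p under 0.05 and a mean of at least 10 CPM, with each treated library on the same side of each untreated library. The rule gave 16 entries for 14 genes. A few further genes were named after their values were seen, and the text says so for each. Gene lists were written from general knowledge, 8 for the report (neuronal, adrenergic, mesenchymal, cell cycle, cholesterol synthesis, FOXO and PI3K feedback, MAPK output, and unfolded protein and integrated stress) and 2 for the closing section (p53 target, and Schwann and glial). No gene was in more than 1 of these lists. All list genes were found in the table, 2 of the mesenchymal list under an older symbol. The groups, tests, named-gene rule, these lists and most alternatives were set before the data were examined. Secretory (30 genes) and white blood cell (12 genes) lists were added later.

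A list was tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, and p-values were adjusted over the 8 lists of a comparison. Its value is the median log2 fold change of its tested genes. The set tests were repeated with fry and with camera using an estimated correlation. Counts of called genes, counts of called lists and list medians were also computed for other splits of the same libraries into groups of the same sizes, 35 for each SK-N-AS comparison, 10 for GIMEN and 80 drawn from 700 for the interaction. To show what a shared untreated group does by itself, 5 simulated sets of unchanged groups that share 1 control group were run through the same overlap computation.

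The alternatives were size factors of DESeq2 in the same edgeR model, upper-quartile factors, DESeq2 1.42.0 with its own test and filtering, no filter, a mean of at least 10 counts, a block for the replicate number, an absolute log2 fold change of at least 1, models of the compared groups alone, a model of all 22 libraries for the interaction, and leaving out each library in turn. For correlations between libraries a prior count of 0.5 was also used. After the data were seen, a term that sets replicates 3 and 4 apart from replicates 1 and 2 was added for stage 1 of SK-N-AS, and the interaction was repeated over the genes tested in both lines.

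Corrections were applied for the closing section, and their counts of called genes are also given in the report. GC content and transcript length trends (natural splines with 5 degrees of freedom each) were removed as offsets, for the 96 to 97.2% of tested genes with a known transcript. Each library was thinned to the smallest total of 16456484. The 10 highest genes of each library, 29 in all, were left out of library sizes and scaling. Transcripts of GENCODE version 29 served for GC content, length, the share of 75-base words that a gene has in common with other genes, and exons that overlap other genes. That annotation is a reference and need not be the one the authors used. On simulated counts with 200 genes changed by 1.5 on the log2 scale, the same steps recovered 84.5% of them in SK-N-AS (15503 genes), 95% in GIMEN (13335 genes) and 78% in the interaction (15654 genes). False calls made up 4.52%, 5% and 4.294% of the calls, and 0 calls were made in SK-N-AS where no gene was changed. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9.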

Results

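Total RNA was sequenced from SK-N-AS and GIMEN, established human neuroblastoma cell lines that the labels describe as mesenchymal. Neuroblastoma is a tumour of the sympathetic nervous lineage, and its cell lines are commonly placed along an axis from an adrenergic to a mesenchymal state. The cells were treated with PP121, a small molecule that inhibits tyrosine kinases and phosphoinositide kinases, and with bufalin, a cardiac glycoside. Untreated SK-N-AS cells were grown with 10% fetal bovine serum (n = 4). Stage 1 was 4 days of 5 µM PP121 in 1% serum (S1D4, n = 4). Stage 2 followed with 5 µM PP121 and 100 nM bufalin in a serum-free neuronal medium, for 4 days (S2D4, n = 4) or 30 days (S2D30, n = 4). GIMEN cells were untreated in 10% serum (n = 3) or received 2.5 µM PP121 and 10 nM bufalin in 1% serum for 30 days (D30, n = 3). The total count per library was 19145000 to 37506800 in untreated SK-N-AS, 19056618 to 22376636 in S1D4, 18793711 to 34292076 in S2D4, 19956878 to 22783860 in S2D30, 20162528 to 23248253 in untreated GIMEN and 16456484 to 19002482 in GIMEN D30.

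Libraries of the same group resembled each other more than libraries of other groups of the same line. The mean Pearson correlation of log2 CPM across genes was 0.9835 ± 0.005002 (SD, 6 pairs) in untreated SK-N-AS, 0.9843 ± 0.004105 in S1D4, 0.9791 ± 0.01194 in S2D4 and 0.9898 ± 0.001171 in S2D30. It was 0.9917 ± 0.0002856 (3 pairs) in untreated GIMEN and 0.987 ± 0.00109 in GIMEN D30. Between groups of a line the highest value was 0.9644 in SK-N-AS and 0.9442 in GIMEN. The setting that moved these means most was no filter on low counts, which gave 0.9884 in S2D4. In S2D4, replicate 4 correlated with the other replicates at 0.9673 to 0.969, while the other 3 correlated with each other at 0.9898 or more. In untreated SK-N-AS and in S1D4, replicates 1 and 2 lay apart from replicates 3 and 4 along the same genes, with a correlation of 0.406 between both differences across genes. Both pairs of replicate numbers held libraries of both groups, and a model with a term for this difference gave 3014 genes higher and 3754 lower in S1D4, against 2786 and 3546 without the term.

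**Figure D1:**
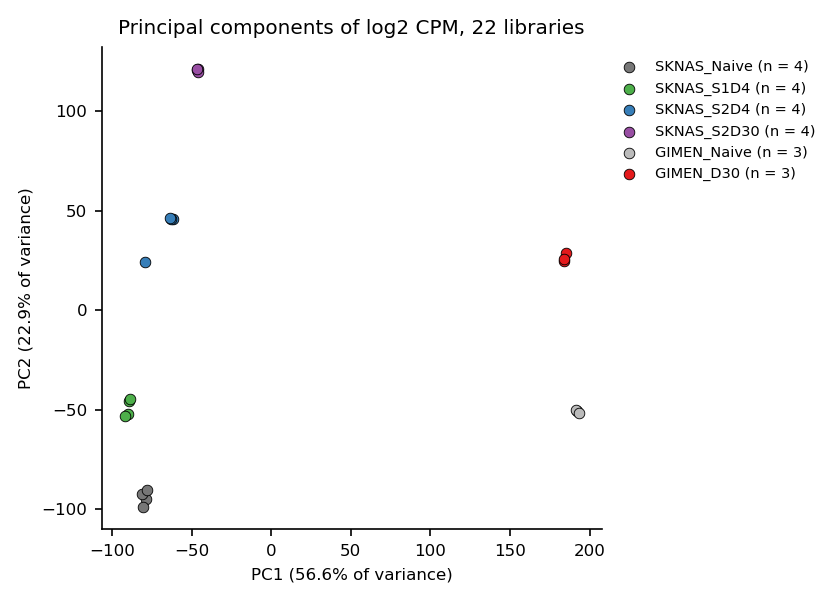
Principal components of log2 CPM of all 22 libraries, with each point a library, coloured by group, and both axes giving component scores without units. The first component held 56.56% of the variance and separated the lines, the second held 22.92% and ordered the SK-N-AS groups from untreated to S2D30.

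The first comparisons asked how far each step of treatment moved SK-N-AS from untreated cells. Of 15810 genes tested with edgeR, 2786 were higher and 3546 lower in S1D4 at an adjusted p under 0.05. In S2D4, 4879 were higher and 5097 lower, and in S2D30, 5336 were higher and 5771 lower. The balance depended on processing in both. Removal of GC content and transcript length trends gave 4289 and 5844 in S2D4 and 5218 and 5919 in S2D30, while scaling without the 29 highest genes gave 5088 and 4906, and 5553 and 5522. In S1D4 these counts were 3111 and 3592, and 2955 and 3342. With a further requirement of an absolute log2 fold change of at least 1, these counts were 953 and 989, 2096 and 2481, and 2807 and 3038. Apart from that requirement, leaving out 1 library moved the S1D4 counts most, with 2323 to 3258 rises and 2936 to 3614 falls, while DESeq2 gave 3150 rises and the model without a filter 3086 falls. The shared estimate of the biological coefficient of variation was 0.183. A model of untreated and S2D4 libraries alone gave 8376 called genes in S2D4, against 9976 with all SK-N-AS libraries.

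The changes in the 3 treated groups overlapped. Across genes, fold changes in S1D4 and S2D4 correlated at 0.644, those in S1D4 and S2D30 at 0.524, and those in S2D4 and S2D30 at 0.797. The groups share their untreated libraries, and simulated unchanged groups that share controls gave correlations of 0.4925, 0.4915 and 0.4905 for these pairs, with 0 genes called in both. Fold changes in that simulation were noise alone, whereas 6332 to 11107 of 15810 genes were called in the treated groups. The simulation therefore cannot show how much of these correlations, or of the shared signs given below, comes from the shared libraries. Genes called in both groups numbered 4794, 4999 and 8109, and 89.2%, 83.8% and 94.3% of them changed in the same direction. Over all genes, 69.7%, 67.2% and 79.7% had the same sign, against 66.6%, 66.27% and 66.35% in the simulation. Genes are not independent replicates, and no p-value was computed across them.

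Of the 10 fixed genes reported here, 2 were higher and 4 lower in S1D4 over all genes tested, and 2 higher and 5 lower when adjusted over the list alone. CDKN1A, which encodes a cell cycle inhibitor, rose from 12.9 ± 2.1 to 136 ± 15.6 CPM (SD, n = 4), a log2 fold change of 3.40 (SE 0.13, edgeR adjusted p 5.71e-11). The mesenchymal transcription factor gene PRRX1 rose from 26.7 ± 2.09 to 139 ± 5.31 CPM, while FN1, encoding fibronectin, fell from 63.7 ± 18.3 to 12.1 ± 4.05 CPM (log2 fold changes of 2.38 and -2.40, SE 0.18 and 0.40). The proliferation marker MKI67 fell from 212 ± 56.6 to 54.3 ± 28.6 CPM (log2 fold change of -1.96, SE 0.33, adjusted p 0.00019). The cholesterol synthesis gene HMGCS1 changed by -0.70 and the neuronal gene MAP2 by -0.69 on the log2 scale, with adjusted p-values of 0.000215 and 0.0116, and the change of MAP2 was -0.35 without untreated replicate 4. NEFM had an adjusted p of 0.07 over all genes and 0.0403 over the list alone, and GATA3, TUBB3 and STMN2 were not called, with adjusted p-values of 0.107, 0.527 and 0.283. GATA3 was at 97 ± 11.8 CPM in S1D4 and 139 ± 11.3 in untreated cells, a change of -0.52 (SE 0.25). Its libraries did not overlap between both groups, while those of TUBB3 and STMN2 did. TUBB3 changed by 0.12, and by 0.03 and 0.24 without untreated replicates 2 and 3, and STMN2 by 0.32, and by 0.11 without S1D4 replicate 1 and 0.50 without untreated replicate 1. For 8 of the 10 genes each S1D4 library lay on one side of each untreated library, which chance gives for 2.86% of genes. Under the alternatives with all libraries, the log2 fold change of CDKN1A was at most 3.43.

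Among genes with at least 10 CPM on average, TH and PRG2 rose most in S1D4. TH, encoding tyrosine hydroxylase, went from 0.153 to 0.607 CPM over the untreated libraries to 17.9 to 41.2 CPM (log2 fold change of 6.77, SE 1.12, edgeR adjusted p 0.000168). PRG2 went from at most 0.685 to between 32.6 and 44.7 CPM (6.74, SE 0.39, adjusted p 4.41e-09). Its change was 6.27 and 7.68 without untreated replicates 4 and 1. In the reference annotation 53.3% of the 75-base words of PRG2 also occur in another gene. SAMD11 and CP fell most, SAMD11 from at least 59.9 CPM to 0.25 to 0.931 CPM (-6.76, SE 0.38) and CP from 11 to 32 CPM to 0.351 to 1.46 CPM (-4.54, SE 0.47). Exons on the opposite strand of other genes overlap 9.07% of SAMD11 and 19.4% of CP, and whether counting used the strand is not stated.

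In S2D4, 2 of the 10 fixed genes were higher and 5 lower, also when adjusted over the list alone. CDKN1A reached 572 ± 55.8 CPM (log2 fold change of 5.47, SE 0.14, edgeR adjusted p 5.76e-14), and PRRX1 reached 208 ± 61.1 CPM (2.96, SE 0.18). GATA3 fell to 54.4 ± 32.7 CPM from 139 ± 11.3 (-1.35, SE 0.25), FN1 to 11.5 ± 6.11 CPM (-2.49, SE 0.40) and MKI67 to 21.3 ± 3.55 CPM (-3.31, SE 0.35). The calls of TUBB3 and HMGCS1 as lower were lost when single libraries were left out, while their changes kept the same sign. Without S2D4 replicates 1, 2 and 3, TUBB3 changed by -0.36, -0.35 and -0.34. HMGCS1 changed by -0.31, -0.28 and -0.25 without S2D4 replicates 1, 3 and 4. It changed by -0.21 and -0.25 without untreated replicates 1 and 2. TUBB3 changed by -0.37 (adjusted p 0.0238), which became 0.111, with a change of -0.24, without untreated replicate 3, and 0.053, 0.0537 and 0.0605 without S2D4 replicates 1, 2 and 3. HMGCS1 changed by -0.29 (adjusted p 0.0386), which became 0.152 and 0.0992 without untreated replicates 1 and 2, 0.0533, 0.0809 and 0.0837 without S2D4 replicates 1, 3 and 4, and 0.089 without a filter. MAP2 and STMN2 were not called, with changes of -0.40 and 0.47 and adjusted p-values of 0.0857 and 0.0835. Without untreated replicate 1 these were 0.0363 and 0.0296, STMN2 had 0.0266 without S2D4 replicate 4, and MAP2 had 0.044 with upper-quartile scaling. Without untreated replicate 4, the change of MAP2 was -0.07. NEFM, with a change of 0.11 and an adjusted p of 0.558, was not called, and its change was 0.04 and 0.26 without S2D4 replicates 1 and 4, and 0.05 with upper-quartile scaling. For 6 of the 10 genes the libraries of both groups did not overlap, against 2.86% by chance. The TUBB3 values have a limit, since 79.4% of its 75-base words also occur in other genes, and 38.9% of NEFM exon bases lie opposite another gene.

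The largest rises in S2D4 were of IL24 and GALNT9, which had at most 3 counts in each untreated library. IL24 was at least 327-fold higher, at 8.81 to 67.6 CPM, and GALNT9 at least 225-fold higher, at 10 to 44.2 CPM. Both lowest values came from replicate 4. The largest falls were of TM4SF4, from 16.1 to 40 CPM to at most 0.167 CPM (log2 fold change of -8.64, SE 0.66, edgeR adjusted p 6.99e-08), and of CP, to at most 0.289 CPM (-7.36, SE 0.60, adjusted p 2.12e-08). The change of TM4SF4 was -10.32 and -8.29 without S2D4 replicates 4 and 3.

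In S2D30, 4 of the 10 fixed genes were higher and 6 lower, also when adjusted over the list alone, and for all 10 the treated and untreated libraries did not overlap (2.86% by chance). CDKN1A was at 370 ± 37 CPM (log2 fold change of 4.85, SE 0.14) and PRRX1 at 82.4 ± 7.51 CPM (1.62, SE 0.17). HMGCS1 rose from 66.2 ± 7.29 to 146 ± 5.36 CPM (1.14, SE 0.12), and NEFM from 11.1 ± 1.14 to 19 ± 1.43 CPM (0.77, SE 0.15, edgeR adjusted p 0.000244). MKI67 was at most 0.453 CPM in S2D30 and at least 142 CPM in untreated cells (-10.38, SE 0.58, adjusted p 9.72e-11). Its change was -11.95 and -9.97 without S2D30 replicates 1 and 3. FN1 fell to 1.95 ± 0.431 CPM (-5.02, SE 0.47), STMN2 from 35.3 ± 7.84 to 6.18 ± 0.857 CPM (-2.51, SE 0.25), GATA3 to 30.6 ± 0.835 CPM (-2.19, SE 0.26), TUBB3 from 213 ± 39 to 51.4 ± 10.6 CPM (-2.05, SE 0.14) and MAP2 from 16.1 ± 6.37 to 4.67 ± 0.469 CPM (-1.78, SE 0.21). Exons on the opposite strand of other genes overlap 15% of HMGCS1 and 4.79% of CDKN1A.

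The largest rises in S2D30 were of the chemokine genes CCL3 and CCL20. CCL3 had 0 counts in each untreated library and 76.6 to 111 CPM in S2D30, at least 636-fold higher. CCL20 went from at most 0.132 CPM to 795 to 985 CPM (log2 fold change of 13.67, SE 0.80, edgeR adjusted p 1.95e-10). Its change was 13.37 and 14.74 without untreated replicates 2 and 1. The exons of CCL3 overlap a gene on the opposite strand over 74.6% of their length. The largest falls were of TM4SF4, which had 0 counts in each S2D30 library and was at least 180-fold lower, and of SHD, from 227 to 364 CPM to 0.0898 to 0.317 CPM (-10.77, SE 0.89, adjusted p 1.27e-08).

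**Figure D2:**
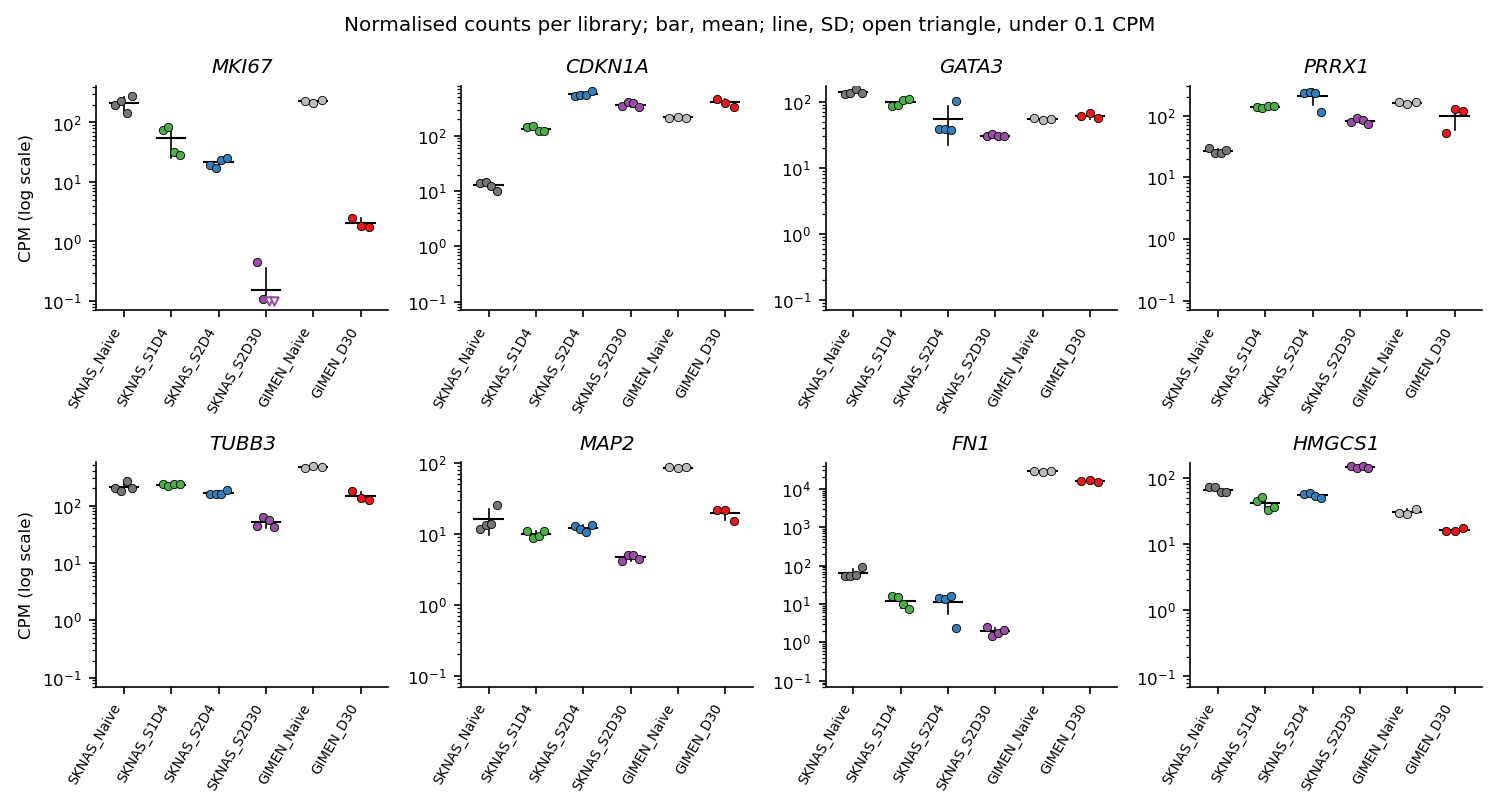
CPM, scaled within each line, of 8 of the 10 fixed genes on a log scale, by group, with each point a library, a bar at the mean, a line for the SD and open triangles for values under 0.1 CPM. CDKN1A lay between 10.2 and 14.7 CPM in untreated SK-N-AS and between 332 and 406 CPM in S2D30.

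Gene lists were compared between treated and untreated SK-N-AS cells by camera. In S1D4, the cell cycle list (40 genes) had a median log2 fold change of -1.70 (adjusted p 1.2e-29), with 40 genes lower, and cholesterol synthesis (24 genes) of -0.70 (1.1e-07), with 19 genes lower over all genes and 20 adjusted over the list alone. MAPK output (20 genes) had a median of 0.78 (9.69e-08), or 0.60 with the gene at the floor set to its bound, with 11 genes higher. The neuronal list (40 genes) had a median of 0.35 (0.0364), with 16 genes higher and 7 lower over all genes, and 17 and 8 adjusted over the list alone. This call was lost without untreated replicate 4 (0.0708) and without S1D4 replicates 1 (0.0884) or 2 (0.0739). FOXO and PI3K feedback (24 genes) had a median of 0.25 (0.0229), with 9 genes higher over all genes and 10 adjusted over the list alone, and 4 lower. Its median was 0.16 without untreated replicate 1 and 0.41 without untreated replicate 4. The adrenergic, mesenchymal and stress lists were not called, with medians of -0.08, 0.15 and 0.07 and adjusted p-values of 0.623, 0.623 and 0.428. Single libraries moved these small medians. The adrenergic one was 0.09, 0.06, 0.00 and 0.01 without untreated replicates 1 to 4 and 0.04 and 0.01 without S1D4 replicates 3 and 4, the mesenchymal one was 0.28 and 0.09 without untreated replicates 1 and 4, and the stress one was 0.14 and 0.11 without untreated replicates 1 and 2. The term for replicates 3 and 4 gave 0.02 for the adrenergic list.

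In S2D4, 7 of the 8 lists were called by camera. The cell cycle median was -2.64 (adjusted p 4.02e-20), with 39 of 40 genes lower, and cholesterol synthesis was at -0.72 (0.000446), with 21 of 24 genes lower. The adrenergic median was -1.01 (0.00113), with 18 of 30 genes lower and 5 higher. MAPK output was at 1.71 (6.24e-11), with 16 of 20 genes higher, the mesenchymal list at 1.52 (6.04e-05), with 26 of 44 genes higher and 12 lower, and the stress list at 0.77 (3.92e-06), with 21 of 31 genes higher. FOXO and PI3K feedback was at 0.26 (0.0112), which was 0.07 without S2D4 replicate 4. Adjusted over the list alone, 27 mesenchymal genes were higher, and the counts of the other called lists did not change. The neuronal list was not called (median of 0.15, adjusted p 0.892), with 15 genes higher and 15 lower, and its median was 0.00 and 0.04 without S2D4 replicates 1 and 2, and 0.09 and 0.24 without untreated replicates 3 and 4.

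In S2D30, 7 of the 8 lists were called. The cell cycle median was -5.47 (adjusted p 5.57e-41), with 40 genes lower. The adrenergic median was -2.69 (7.21e-08), or -2.63 with the gene at the floor set to its bound, with 23 of 30 genes lower and 1 higher. The neuronal median was -1.84 (9.01e-05), with 28 of 40 genes lower and 8 higher. MAPK output was at 1.27 (0.000113) with 12 of 20 genes higher, the stress list at 0.90 (6.27e-05) with 17 of 31 higher, and FOXO and PI3K feedback at 0.82 (0.00192) with 14 of 24 higher. Cholesterol synthesis was at 0.46 (0.0256), with 14 of 24 genes higher over all genes and 15 adjusted over the list alone, and without untreated replicate 4 it was at 0.43 with an adjusted p of 0.0592. The mesenchymal list, at 1.10 with 26 of 44 genes higher and 16 lower over all genes, and 17 lower adjusted over the list alone, was not called (0.0607). It was called without untreated replicate 1 (1.25, 0.0497) and without S2D30 replicates 1 (0.0424), 2 (0.0474), 3 (0.047) or 4 (0.0381).

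The camera calls rest on the preset correlation of 0.01. All of them held under fry. With an estimated correlation, those of MAPK output (adjusted p 0.0265) and the stress list (0.0377) in S2D4 held, and so did those of the cell cycle (0.00225), FOXO and PI3K feedback (0.02) and MAPK output (0.0172) in GIMEN. None of the calls in S1D4, S2D30 or the difference between lines held. Among the 35 splits of the same libraries, 16 of which keep 3 of 4 libraries of each group together, 5 in S1D4, 1 in S2D4 and 9 in S2D30 had as many called lists as the real one, the real split included. By the size of the median, the real split exceeded each other split for 4 of 5 called lists in S1D4, 6 of 7 in S2D4 and 7 of 7 in S2D30. The exception in both S1D4 and S2D4 was FOXO and PI3K feedback, with medians as large in 3 and 4 of 35 splits. Among lists that were not called, the neuronal list in S2D4 and the mesenchymal list in S2D30 also exceeded each other split. Those not called in S1D4 did not. In S2D4 and S2D30 this comparison therefore does not set called lists apart from the others.

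**Figure D3:**
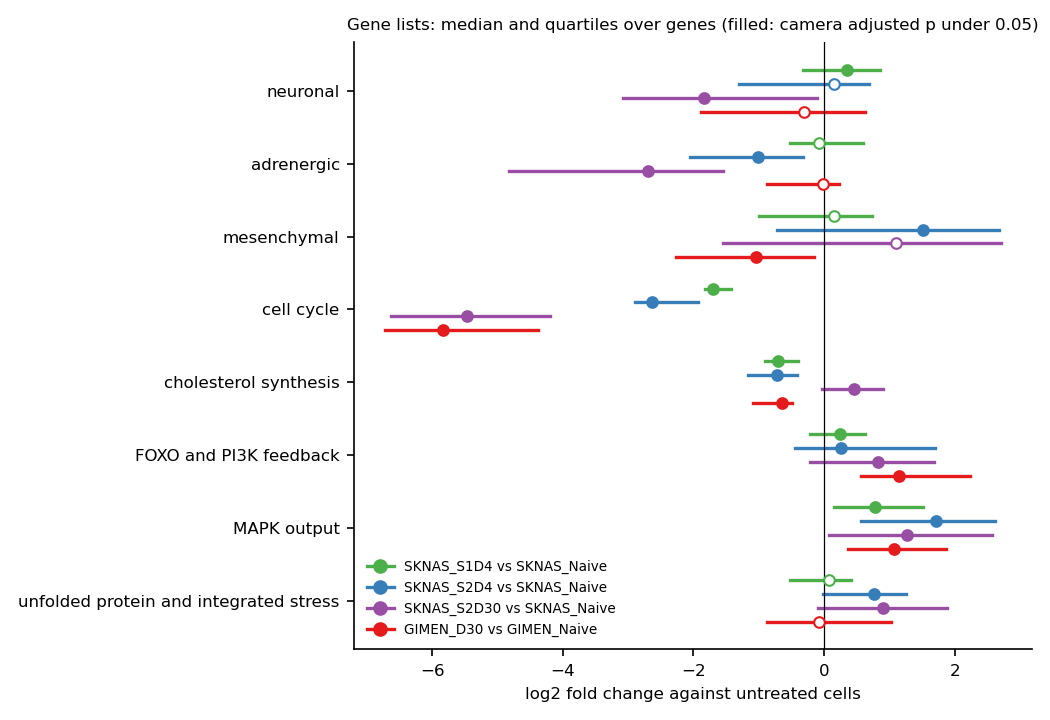
Median log2 fold change (points) and quartiles (lines) over the genes of each of the 8 lists, for the 4 comparisons with untreated cells, with filled points for a camera adjusted p under 0.05. The cell cycle medians fell from -1.70 in S1D4 to -5.47 in S2D30 and were -5.84 in GIMEN.

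Consecutive steps of the SK-N-AS treatment were also compared. From S1D4 to S2D4, when bufalin was added and the medium changed, 4470 genes were higher and 4242 lower, and 1406 and 2019 with a fold change of at least 2. Upper-quartile scaling gave 3711 and 4951, with a shift of the median gene by -0.096. After removal of GC content and transcript length trends the counts were 3706 and 5302, so the balance of rises and falls in this step depended on processing. From S2D4 to S2D30, with the same drugs and medium, 3863 genes were higher and 4248 lower, and 1603 and 1506 with a fold change of at least 2. Upper-quartile scaling gave 4320 and 3823, and removal of GC content and transcript length trends 4707 and 3906, so the balance in this step depended on processing too.

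In GIMEN, 4792 of 13517 genes were higher and 4861 lower after 30 days of treatment, and 1599 and 1738 with a fold change of at least 2. Upper-quartile scaling gave 5122 rises and no filter 5266 falls. After removal of GC content and transcript length trends 5101 were higher and 4472 lower, so that here too the balance depended on processing. The biological coefficient of variation was 0.0783. Of the 10 fixed genes, 8 were tested, of which 1 was higher and 6 lower, also when adjusted over the list alone. NEFM had 0 counts in each GIMEN library and STMN2 had at most 1. CDKN1A rose from 216 ± 3.53 to 404 ± 65.2 CPM (SD, n = 3), a log2 fold change of 0.90 (SE 0.10). MKI67 fell from 226 ± 14.9 to 2.03 ± 0.405 CPM (-6.78, SE 0.11), MAP2 from 85.4 ± 1.55 to 19.5 ± 3.77 CPM (-2.13, SE 0.11), TUBB3 from 474 ± 23 to 145 ± 28.8 CPM (-1.71, SE 0.12), HMGCS1 from 30.7 ± 3.06 to 16.3 CPM on average (-0.92, SE 0.09) and FN1 from 28600 ± 968 to 16000 ± 956 CPM (-0.83, SE 0.08). PRRX1 fell from 163 ± 5.38 to 100 ± 40.8 CPM (-0.71, SE 0.23, edgeR adjusted p 0.0185), and this call was lost without untreated replicate 1 (0.051) and with DESeq2 (0.1). Without D30 replicate 1 the change of PRRX1 was -0.39. GATA3 was not called, with a change of 0.16 (0.10 without D30 replicate 2) and an adjusted p of 0.0757, but was with upper-quartile scaling (0.0243) and without D30 replicate 3 (0.0108). For 7 of the 8 genes the libraries of both groups did not overlap, which chance gives for 10% of genes.

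MSMP and CRLF2 rose most in GIMEN. MSMP went from 0.0933 to 0.206 CPM to 29.2 to 66.6 CPM (log2 fold change of 8.29, SE 0.47, edgeR adjusted p 3.25e-08), and CRLF2 from 0.257 to 0.401 CPM to 40.9 to 51.9 CPM (7.15, SE 0.18, adjusted p 4.95e-11). All exon bases of MSMP lie opposite exons of RGP1, so an assignment of these reads needs their strand. RIMS1 fell from 72.2 to 75.6 CPM to 0.052 to 0.282 CPM (-8.91, SE 0.17, adjusted p 6.96e-12). APOBEC3B had at most 3 counts in each D30 library and was at least 189-fold lower, and 32.9% of its 75-base words also occur in other genes.

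By camera, 5 of the 8 lists were called in GIMEN. The cell cycle median was -5.84 (adjusted p 6.23e-145), with 40 of 40 genes lower. The mesenchymal list was at -1.04 (5.66e-09), with 30 of 41 genes lower and 6 higher over all genes, and 31 lower adjusted over the list alone, and cholesterol synthesis was at -0.65 (0.00471), with 19 of 24 genes lower. FOXO and PI3K feedback was at 1.14 (1.06e-07), with 18 of 23 genes higher, and MAPK output at 1.07 (1.57e-07), with 16 of 19 genes higher. The neuronal list was at -0.31 (0.319), and at -0.52 and -0.12 without untreated replicates 2 and 3 and -0.08 without D30 replicate 1, as well as -0.18 without a filter. The adrenergic list, with 10 tested genes, was at -0.01 (0.723), and leaving out 1 library gave -0.24 (D30 replicate 1) to 0.16 (untreated replicate 3). It was also at 0.13 without a filter and at 0.04 with upper-quartile scaling. The stress list was at -0.08 (0.278), and at -0.03 with upper-quartile scaling, with 14 genes higher and 14 lower. With 3 libraries against 3 there are 10 splits, so that no share of splits under 0.1 can be reached, and 9 of the 10 had as many called lists.

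The lines were compared for their 30-day changes, S2D30 in SK-N-AS and D30 in GIMEN. Doses, serum and medium also differed between these groups. Across the 13088 genes tested in both lines, the log2 fold changes correlated with Pearson r of 0.556 and Spearman rho of 0.482, where genes are not independent replicates. The alternative that moved this most was no filter, with r of 0.317 and rho of 0.298. Without the cell cycle list, r was 0.534. Of 6998 genes called in both lines, 5537 changed in the same direction, a share of 79.1% (95% exact binomial interval 78.2 to 80.1%, counting error only). Of the other 1461, 693 were higher in SK-N-AS and lower in GIMEN and 768 the reverse. All 1461 had a significant difference between lines. Their choice by significant changes of opposite sign made that all but certain, so it adds no support.

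**Figure D4:**
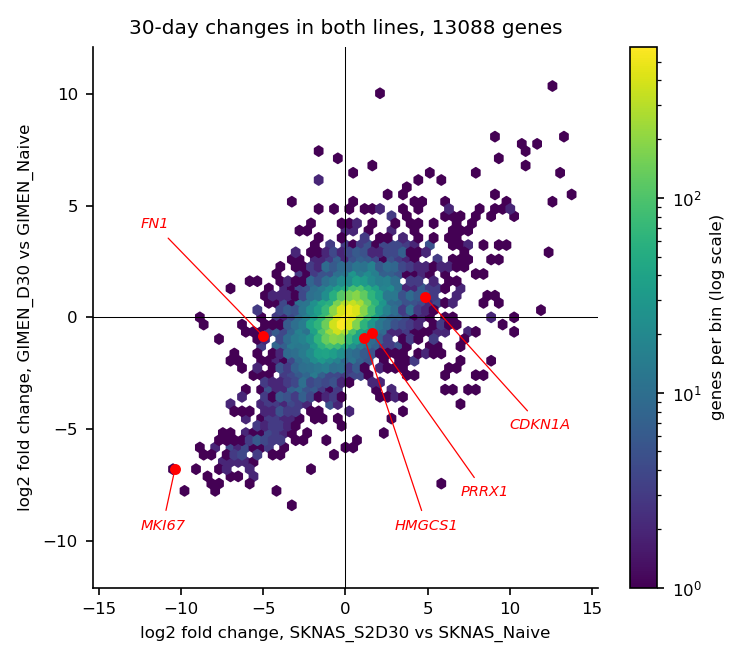
Log2 fold change after 30 days in GIMEN (vertical axis) against that in SK-N-AS (horizontal axis) for 13088 genes, shaded by the number of genes per bin on a log scale, with 5 fixed genes in red. MKI67 fell in both lines, by -10.38 and -6.78 on the log2 scale, and HMGCS1 and PRRX1 were higher in SK-N-AS and lower in GIMEN.

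The difference itself was tested as the change in GIMEN minus that in SK-N-AS. Of 16246 genes, 4092 had a positive and 3977 a negative difference, and 2265 and 1970 with a difference of at least 1 on the log2 scale. Removal of GC content and transcript length trends gave 4866 and 3849, and scaling without the highest genes 4027 and 4047, so the balance depended on processing. DESeq2 gave 4317 negative differences, and adjusting over the genes tested in both lines gave 3675 positive ones. Of the fixed genes, FN1 differed by 4.19 (SE 0.28, edgeR adjusted p 4.18e-09), MKI67 by 3.60 (SE 0.60, adjusted p 1e-04) and GATA3 by 2.36 (SE 0.12, adjusted p 1.46e-10). CDKN1A differed by -3.93 (SE 0.18, adjusted p 6.04e-11), PRRX1 by -2.31 (SE 0.28, adjusted p 3.96e-06) and HMGCS1 by -2.04 (SE 0.14, adjusted p 4.05e-09). MAP2 and TUBB3 did not differ, with adjusted p-values of 0.393 and 0.201. MSMP differed by 7.85 (SE 1.05, adjusted p 1.05e-05).

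Of the 8 lists, 4 differed between lines by camera. The adrenergic list had a median difference of 3.22 over 28 genes (adjusted p 0.000598), of which 11 were called, all positive. Over the 10 genes tested in both lines it was 1.56 (1.09e-06), the alternative that moved it most. The mesenchymal list was at -1.40 (7.34e-12), with 28 of 44 genes negative and 8 positive over all genes, and 29 and 9 adjusted over the list alone. Cholesterol synthesis was at -1.15 (9.86e-07), with 20 of 24 genes negative, and the stress list at -0.35 (0.00416), with 17 of 31 negative and 8 positive. The neuronal list (0.80, adjusted p 0.0919), FOXO and PI3K feedback (0.51, 0.0919), the cell cycle list (-0.08, 0.622) and MAPK output (-0.13, 0.34) were not called. Over the 23 genes tested in both lines the neuronal value was 0.36 (0.106). The cell cycle value was -0.33, 0.09 and -0.05 without D30 replicates 1, 2 and 3, -0.14, -0.05 and -0.03 without untreated SK-N-AS replicates 1, 2 and 4, and -0.04 without S2D30 replicate 4, and MAPK output was at -0.23 and -0.08 without untreated SK-N-AS replicates 1 and 4. Among 80 of the 700 splits within lines, 61 had as many called lists as the real one, and the median was as large in 1 split, the real one, for the adrenergic, mesenchymal and cholesterol synthesis lists and in 9 for the stress list.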

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

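The tests of replicate 4 of S2D4 against GIMEN material and against genes beyond both groups, the reading of its S1D4 material test, its GC content test, the tests of line differences and of list changes without the highest genes, and those that left this replicate out of the day 4 to day 30 lists were chosen after the result was seen.

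Values of single libraries were compared with the rest of their group in the groups of 4, and a library was singled out when its gap to the nearest other value was large for the group's range. Of 70 values checked, 14 stood out, where chance alone gives about 3.5, and 6 of the 14 came from replicate 4 of S2D4. In that replicate the mean correlation with the other replicates was 0.968, against 0.982 to 0.983. TUBB3 was at 184 CPM (156 to 160 in the other 3), GATA3 at 103 (36.6 to 38.9), PRRX1 at 117 (235 to 245), IL24 at 8.81 (61.6 to 67.6) and GALNT9 at 10 (40.7 to 44.2).

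Technical explanations for replicate 4 were weighed by its highest correlation with another replicate, 0.969, against at least 0.9898 among the others. Thinning to equal depth left it at 0.9677, against 0.9895. Leaving out the 29 highest genes left it at 0.9688, against 0.9897. That step changes the scaling of a whole library, which can hardly move a correlation, so it cannot decide. Removing GC content and transcript length trends left it at 0.9704, against 0.9908. That last test replaced an earlier one, in which GC content and length explained 11.5% of the variance of the difference. Depth and these trends are thus argued against as the whole cause, while the highest genes stay open. Material from GIMEN is argued against too, because FN1 in replicate 4 (2.37 CPM, against at least 12.8 CPM in the others) allows 0.00751% of untreated and 0.0131% of treated GIMEN cells at their mean FN1 levels.

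An admixture of S1D4 cells or RNA could place replicate 4 toward S1D4. From 275 genes that were higher in S1D4, the median share of S1D4 material came to 15.5% (quartiles 2 and 36.8%). From 230 genes that were higher in S2D4 it came to 51.7% (quartiles 10.7 and 80.1%). The quartile ranges overlap, which would have counted in favour of an admixture, but the medians lie far apart, and the reading as open was settled after these values were seen. Such material cannot be told apart from a slower or partial response, since the spread over genes is wide. Admixture does not account for the whole difference. In replicate 4, 203 of 9951 genes lay at least 2-fold beyond the range of the other S2D4 and the S1D4 libraries, against 5, 3 and 1 in the other replicates. The thresholds of this count were set after the pattern was seen. A different course of treatment or culture in this replicate remains open, and no label bears on it.

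The other 8 values came from replicates 2, 3 and 4 of untreated SK-N-AS, replicate 1 of S1D4 and replicates 1 and 2 of S2D30. Replicate 4 of untreated cells had a mean correlation of 0.979 with the others (0.985 each), with MAP2 at 25.5 CPM (11.6 to 13.8) and FN1 at 91 CPM (52.6 to 57.8). GATA3 was at 156 CPM in untreated replicate 3 (132 to 136) and TH at 0.607 CPM in untreated replicate 2 (0.153 to 0.221). SAMD11 was at 0.25 CPM in S1D4 replicate 1 (0.831 to 0.931), SHD at 0.317 CPM in S2D30 replicate 1 (0.0898 to 0.106), and S2D30 replicate 2 had a total of 20 M counts (22.5 to 22.8 M). TH and SHD rest on few counts. No biological explanation was tested for these 8 values, and chance alone gives about 3.5 over all 70 values.

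The 30-day change differed between lines for 4092 genes in the direction of GIMEN and 3977 in that of SK-N-AS. Of 80 splits within lines, 1, the real one, gave as many genes. The largest other count was 7063, from a split that kept the SK-N-AS groups and mixed those of GIMEN. Part of the GIMEN change stayed in that split with its sign reversed. Where most D30 libraries stayed on the treated side, the count was 4568. These splits therefore cannot show what a change in 1 line alone would give. After removal of GC content and length trends 8715 genes were called, after thinning 7797 and without the highest genes 8074, of which 7536, 7616 and 8004 had been called with the same sign before. The balance of directions depended on processing, with 4866 and 3849 after the first of these and 4027 and 4047 after the last. Depth, these trends and the highest genes are argued against as the whole cause. Dose, serum and medium stay open. Of the treated groups of the lines, 0 share the same doses and serum, so that these and the line cannot be told apart.

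Among the lists, the adrenergic list differed by 3.22 (1.56 over the genes tested in both lines), the mesenchymal list by -1.40, cholesterol synthesis by -1.15 and the stress list by -0.35. Among genes named at 30 days with more than 3 counts in at least 1 library of each group, the differences were 2.36 for GATA3, -2.31 for PRRX1, 4.19 for FN1, 3.60 for MKI67, -3.93 for CDKN1A, -2.04 for HMGCS1 and 7.85 for MSMP. All 11, these 7 genes and 4 lists, kept their sign and stayed under the threshold after removal of GC content and length trends, after thinning (11) and without the highest genes (11). The lists need more caution than the genes. Of the 80 splits, 61 had as many called lists. Every split left all or part of the treatment difference in GIMEN, where 3 libraries cannot be divided evenly, also those with as few as 1 called list. The number of called lists therefore decides little, and none of these 4 list calls held with an estimated correlation. The medians of the adrenergic, mesenchymal and cholesterol synthesis lists were larger than in each other split, while that of the stress list was as large in 9. MSMP may take up reads of RGP1 on the opposite strand, which the 11 of 11 result does not exclude.

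Between day 4 and day 30 of stage 2, with the same drugs and medium, 6 lists changed by camera. The neuronal list changed by -1.57, the adrenergic list by -1.62 (-1.53 with genes at the floor set to their bound), the mesenchymal list by -0.40, the cell cycle list by -2.82, cholesterol synthesis by 1.17 and MAPK output by -0.23. The cholesterol synthesis, mesenchymal and MAPK output lists thus moved back toward untreated levels or past them, while the cell cycle and adrenergic lists went further down and the neuronal list fell. All 6 kept sign and threshold after removal of GC content and length trends, 6 after thinning and 6 without the highest genes. Without replicate 4 of S2D4, 5 kept them, and MAPK output had a median of -0.29 and an adjusted p of 0.0531. FOXO and PI3K feedback then passed the threshold (0.25, adjusted p 0.0489), against 0.22 and 0.0793 with this replicate. This replicate as the source of the fall is argued against by the median of -0.29, the lowest of the 8 with 1 library of either group left out (-0.29 to -0.20). Whether the list passes the threshold without this replicate cannot be told apart from the loss of a library, since the value lies close to the threshold. The other 7 adjusted p-values lay between 0.0286 and 0.0402. With an estimated correlation the neuronal (adjusted p 0.01), cell cycle (0.0283) and cholesterol synthesis (0.0283) calls held. Each of the 6 medians was larger than in the other 34 of 35 splits. A continuing response to the drugs is a candidate explanation, as is time in culture, and the design holds no untreated cells at day 30 to separate them.

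Counts of called genes were set against other splits of the same libraries. The real split was the 1 with as many genes among 35 in S1D4, S2D4 and S2D30 against untreated cells, in S2D4 against S1D4 and in S2D30 against S2D4, where the largest other counts were 1569, 2284, 0, 757 and 16. It was also the 1 with as many in GIMEN, but 10 splits cannot give a share under 0.1. For the lists, 5 of 35 splits in S1D4, 1 in S2D4, 9 in S2D30, 9 of 10 in GIMEN and 61 of 80 in the difference between lines had as many calls. These counts are a weak test. In S2D30, the other 8 splits with as many calls each kept 3 of 4 libraries of a group together, as each other split in GIMEN kept 2 of 3, so that part of the treatment difference remained in them. Among the 18 splits with 2 libraries of each group on either side, at most 2 lists were called in S2D30, 4 in S2D4 and 6 in S1D4, where 2 of these splits had as many calls as the real one. At least 1 list was called in 7, 8 and 11 of these 18 splits. From S2D4 to S2D30 it was 15 of 18, with at most 3 lists against 6 in the real split, and from S1D4 to S2D4 it was 14 of 18, with up to 7 lists against 5, and 3 of these splits had as many calls as the real one. For the correlation of the 30-day changes between lines, 1 of 350 pairs of splits, the real one, had an absolute r as large as 0.556, and the largest other was 0.516.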

How the results depend on the processing

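The term for replicates 3 and 4 and the restriction to genes tested in both lines were chosen after the data were seen, and all other alternatives were set earlier.

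The counts of called genes stayed within 1.5 times their value in 100 results under alternatives with all libraries and in 120 with 1 library left out. The exception was the further requirement of an absolute log2 fold change of at least 1, which by its construction passes fewer genes. It gave 953 higher and 989 lower in S1D4, 2096 and 2481 in S2D4, 2807 and 3038 in S2D30, 1599 and 1738 in GIMEN, 1406 and 2019 from S1D4 to S2D4, 1603 and 1506 from S2D4 to S2D30, and 2265 and 1970 between lines. With 1 library left out, the higher and lower counts ranged from 2323 to 3258 and from 2936 to 3614 in S1D4, from 4572 to 5156 and from 4693 to 5520 in S2D4, and from 5127 to 5689 and from 5431 to 5763 in S2D30. They ranged from 4393 to 4806 and from 4506 to 4906 in GIMEN, and from 3657 to 4491 and from 3673 to 4420 between lines. For the steps they ranged from 4148 to 4656 and from 3902 to 4713 (S1D4 to S2D4), and from 3482 to 4268 and from 3829 to 4376 (S2D4 to S2D30).

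The list calls depended most on the correlation assumed between genes. With an estimated correlation the medians stay as they are, and calls were lost because the test allows for genes that vary together. In S1D4 this held for the neuronal (0.35), cell cycle (-1.70), cholesterol synthesis (-0.70), FOXO and PI3K feedback (0.25) and MAPK output (0.78) lists. In S2D4 it held for the adrenergic (-1.01), mesenchymal (1.52), cell cycle (-2.64), cholesterol synthesis (-0.72) and FOXO and PI3K feedback (0.26) lists. In S2D30 it held for the neuronal (-1.84), adrenergic (-2.69), cell cycle (-5.47), cholesterol synthesis (0.46), FOXO and PI3K feedback (0.82), MAPK output (1.27) and stress (0.90) lists. In GIMEN it held for the mesenchymal (-1.04) and cholesterol synthesis (-0.65) lists, and between lines for the adrenergic (3.22), mesenchymal (-1.40), cholesterol synthesis (-1.15) and stress (-0.35) lists. Under fry, which tests a list without comparison to other genes, further lists passed the threshold. Against untreated cells these were the mesenchymal list in S2D30 (1.10) and the neuronal (-0.31), adrenergic (-0.01) and stress (-0.08) lists in GIMEN. The stress list in GIMEN passed as higher, with 14 genes higher and 14 lower. Between lines they were the neuronal (0.80), FOXO and PI3K feedback (0.51) and MAPK output (-0.13) lists. From S1D4 to S2D4 they were the neuronal (-0.29) and FOXO and PI3K feedback (0.19) lists. From S2D4 to S2D30 they were FOXO and PI3K feedback (0.22) and the stress list (-0.05, as higher).

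Other alternatives changed few lists, and the cause was not tested. Without a filter, the mesenchymal list in S2D30 (1.05) and FOXO and PI3K feedback between lines (0.56) passed the threshold, and so did the mesenchymal list in S2D30 with the replicate block (1.13). Medians near 0 changed sign. The adrenergic list in GIMEN was at 0.13 without a filter and at 0.04 with upper-quartile factors, and in S1D4 at 0.02 both with the replicate block and with the term for replicates 3 and 4. None of these adrenergic values was called. With 1 library left out, 8 list values were reversed, 5 passed the threshold and 4 no longer did. The ranges were 0.33 to 0.43 for the neuronal and -0.12 to 0.09 for the adrenergic list in S1D4, 1.04 to 1.25 for the mesenchymal and 0.43 to 0.51 for the cholesterol synthesis list in S2D30, -0.24 to 0.16 for the adrenergic list in GIMEN and -0.33 to 0.09 for the cell cycle list between lines.

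Libraries with the same replicate number were not treated as pairs. Between S1D4 and untreated SK-N-AS, their deviations from the group mean correlated at 0.2737, 0.2661, 0.04361 and 0.2927 across genes, so 3 of the 4 numbers showed a shared deviation and number 3 did not, and replicates 1 and 2 lay apart from 3 and 4 in both groups. In the other comparisons these values lay between -0.1007 and 0.1026. With the replicate block, STMN2 in S2D4 had an adjusted p of 0.0202 and the neuronal list there a median of 0.06. The replicate block kept the counts of called genes within 1.5 times their value, and the term for replicates 3 and 4 did so in S1D4.

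Among named genes, 3 values passed the threshold and 2 no longer did under alternatives with all libraries, and 4 and 10 with 1 library left out. None of the named genes changed direction under these alternatives.

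The correlation of the 30-day changes between lines fell to 0.317 without a filter and 0.335 with DESeq2 (Spearman rho 0.298 and 0.306). Both settings held the same 26129 genes in SK-N-AS and 22151 in GIMEN, since the filtering of DESeq2 acts on adjusted p-values only. The lower value with DESeq2 therefore cannot be credited to its test, as it also lacks a filter. Whether the added genes with few counts were the cause was not tested. With 1 library left out, r ranged from 0.531 to 0.557, rho from 0.459 to 0.491 and the share of calls in the same direction from 78.2 to 80.2%. The correlation between replicates was lower with a prior count of 0.5, at 0.9769 in untreated SK-N-AS, 0.9764 in S1D4, 0.9836 in S2D30, 0.9844 in untreated GIMEN and 0.978 in GIMEN D30. Without a filter these were 0.9904, 0.9906, 0.9924, 0.9929 and 0.9896. A smaller prior count by its construction widens the spread of genes with few counts, and the cause of the rise without a filter was not tested.

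Depth limits the folds of genes with at most 3 counts per library in a group, which are bounds. In GIMEN the number of libraries, 3 against 3, rather than depth leaves 10 splits.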

Other observations

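The tests of p53 targets beside CDKN1A, of VGF against bufalin, of the likeness of the lines, and of the batch shared by untreated cells and S1D4 were chosen after the result was seen, as was VGF itself, and the white blood cell and secretory tests, with their lists, were chosen after the rises of CCL3 and CCL20 were seen.

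CDKN1A rose in each treated group, and p53 activity could be a cause. Of 22 other p53 target genes tested in SK-N-AS, 5 were higher and 9 lower in S1D4. In S2D4 and in S2D30, 9 were higher and 10 lower. In GIMEN, 4 of 23 were higher and 12 lower. Thus p53 activity cannot be told apart from other routes, since the targets moved both ways. The p53 target list with CDKN1A was at -0.16 in S1D4 (camera adjusted p 0.971), -0.16 in S2D4 (0.17), -0.06 in S2D30 (0.169), -0.27 in GIMEN (0.403) and -0.70 between lines (0.000577, and 0.0226 with an estimated correlation). These p-values were adjusted over the p53 and the Schwann and glial lists. Under fry the p53 list passed as higher in S2D4 (adjusted p 1.69e-08) and S2D30 (1.38e-09), and as lower in GIMEN (0.00639). In S1D4 it did not pass (0.163).

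The Schwann and glial list, of which 10 of 20 genes were tested in SK-N-AS, was at 0.86 in S1D4 (adjusted p 0.000572), or 0.54 with genes at the floor set to their bound, with 5 genes higher and 0 lower. It was at 0.17 in S2D4 (0.00514), or 0.04 with such genes at their bound, at 0.20 in S2D30 (0.122), at 0.23 in GIMEN (0.403) and at 0.53 between lines (0.814). With camera at an estimated correlation, the adjusted p-values were 0.00517 in S1D4 and 0.0168 in S2D4. In both, 2 of the 10 tested genes were at the floor.

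CCL3 and CCL20 were at 94.1 and 859 CPM in S2D30. White blood cell material is argued against, since the median of 12 marker genes was 0.283 CPM there (0.179 in untreated cells). The highest were CD14 (3.09 CPM), LAPTM5 (2.36) and CSF1R (1.69), the 3 above 1 CPM. Untreated SK-N-AS cells themselves had 177 CPM of PTPRC and 15.6 CPM of CORO1A. Reads shared with other genes are argued against for CCL20, with 0% of its 75-base words in common. A broader secretory programme is a candidate explanation. That list of 30 genes had a camera p of 1.26e-12 in S2D30, with 26 of 29 genes higher and 3 lower, and a p of 0.0268 with an estimated correlation and 1.13e-09 with fry. Adjusted over the 14 tests of this and 1 other list these were 8.82e-12, 0.116 and 1.58e-08, so that the call was lost with an estimated correlation. It had 15 genes higher and 1 lower in S1D4, 25 and 2 in S2D4, 13 and 3 of 18 in GIMEN, and 4 positive and 16 negative differences between lines. Dose and medium remain open for that difference.

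VGF, which encodes a secreted neuropeptide precursor, took 5.295 to 6.494% of all counts in S2D4, against 0.01491 to 0.02932% in untreated SK-N-AS. Its log2 fold change was 5.61 in S1D4, 8.17 in S2D4, 7.43 in S2D30 and 3.39 in GIMEN. Bufalin as the whole cause is argued against by 5.61 in S1D4, and shared reads by 0% of its 75-base words in common with other genes. PP121 or lower serum remain open as sources of the rise.

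In untreated SK-N-AS and S1D4, replicates 1 and 2 differed from replicates 3 and 4 along the same genes, with a correlation of 0.406, against 0.0809 and -0.0164 for the other pairings of replicate numbers. A batch shared by both groups could give this, and the labels name none. GC content and transcript length explained 13% of the variance of the difference in S1D4, and their part in it cannot be told apart from other sources, since 13% is neither none nor most of it.

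After treatment the lines were more alike. Correlations of log2 CPM between libraries of both lines were 0.783 to 0.789 in untreated cells and 0.809 to 0.814 after 30 days (12 pairs each). The lowest treated value of 0.809 lay above each untreated value, which is consistent with a shared response.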
